A study of Mus musculus with 31 samples.

How the data were processed

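RNA was measured in cells sorted from the pancreas of C57BL/6 mice at postnatal day 2. Per the labels' protocols, dissected pancreata were dissociated and sorted by fluorescence into YFP-positive mesenchymal cells and YFP-negative non-mesenchymal cells. Total RNA was extracted with RNeasy Micro columns, amplified with the Ovation RNA-seq V2 kit, turned into libraries with the Ovation Rapid DR kit and sequenced as single reads on an Illumina HiSeq instrument. One model carries a deletion of Igf2 driven by Nkx3.2-Cre. The other carries a deletion of H19DMD, the imprinting control region upstream of H19, which the series describes as overexpression of Igf2. Controls are Cre-carrying littermates.

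The authors deposited one table of FPKM values (fragments mapped to a gene, scaled by its transcript length and by the library's mapped fragments) for each model, and the FPKM unit is given per the file headers. The columns have the layout that Cufflinks writes. The aligner, the quantifier and its version, the genome build, the annotation, the use of strand and any scaling between libraries are not stated in the labels or the headers. Both tables list 38283 genes. Of these identifiers, 36341 are in GENCODE M21 (GRCm38), and the tables' positions overlap the annotated locus for 36254, so coordinates are given in that build.

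The series has 31 samples, of which 21 have values here. Of the Igf2 model, 4 control and 3 mutant libraries of non-mesenchymal cells were used. Of the H19DMD model, 3 control and 4 mutant libraries were used for each cell fraction. The 8 mesenchymal libraries of the Igf2 model, 1 mesenchymal and 1 non-mesenchymal control of the H19DMD model were not analysed here. The comparison of Igf2-deleted with control mesenchymal cells, the difference between fractions in the Igf2 model and the correlation of both models in mesenchymal cells were therefore not analysed here. Samples were grouped by their labels, and columns were matched to samples by the library names in the labels. The models were sequenced in separate pools and normalised in separate tables, so model and pool cannot be told apart and every test was made within a table. No other technical batch is given in the labels.

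FPKM values give no read counts, and the absolute depth of the libraries is unknown, so no counting intervals are given. The smallest steps between low values gave relative depths that spanned 2.60-fold over the 7 libraries of the Igf2 model and 2.09-fold over the 14 libraries of the H19DMD model. The 3 features with the highest FPKM held 60.5 to 82.5% of the FPKM total of a library in the Igf2 table and 37.7 to 57.6% in the H19DMD table. These features include short RNAs, for which division by length inflates FPKM. Median-ratio scaling factors were nonetheless 0.965 to 1.05 and 0.866 to 1.07. Pearson's r between replicates, across genes, was 0.878 to 0.927, and no pair of replicates held identical values above 0 in more than 0.005% of genes. In each group 2 to 10 protein-coding genes with a median above 10 FPKM were listed at 0 in a library, so an exact 0 can be a failed estimate and is reported as listed at 0.

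The tests planned before the data were examined were for read counts. Because the values are FPKM, they were replaced by limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), keeping the planned samples, covariates and thresholds as closely as the unit allows. Genes with a mean of at least 1 FPKM over the libraries compared were tested, the scaling of the deposited values was kept, and only the groups of a comparison entered its fit. Linear models were fitted with lmFit and eBayes with a variance trend, two-sided, and p-values were adjusted by the Benjamini-Hochberg method at 0.05. Log2 fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes, and are given with their standard error (SE). For single genes and list means, two-sided exact permutation tests over all relabellings of the libraries are given beside the models. With 4 against 3 libraries the smallest exact p is 0.0286, and with 3 against 3 it is 0.1. Correlations of effects across genes were tested by all 35 relabellings of the H19DMD model's libraries.

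Igf2 and H19 were named in every comparison. In addition, up to 3 genes higher and 3 lower were named per mutant comparison, by the largest fold change among genes past the threshold. They had to show no overlap between groups and a mean log2 of at least 3. Unnamed gene models, pseudogenes, mitochondrial and sex-linked genes were to be left out. Clone-named features such as AC115697.1 and a U6 feature on chromosome X were still named, so the exclusion did not cover these. Before the data were examined, 14 gene lists were written. Of these, 13 were tested with camera at a preset correlation of 0.01, with fry beside it and adjustment over the 39 tests: mesenchymal, acinar, endocrine, ductal, endothelial, leukocyte, erythroid, neural, cell cycle, imprinted, IGF signalling, ER stress and immediate early genes. The list of sex-linked genes served as a check. Xist was at most 1.18 FPKM in all 21 libraries, and the Y-linked genes of the list were detected in each. One gene, Igf2r, is in both the imprinted and the IGF signalling lists.

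The functions were tested on simulated FPKM values with 200 genes changed by 2 log2 units. These genes were drawn outside the lists, with a mean log2 of at least 3 and a transcript of at least 200 nt. Recovery of lower genes and of short features was therefore not simulated. Under the settings of the reported tests, 57.0 to 76.5% of the changed genes were recovered, and at most 9.09% of calls were false. Restricted to genes with a transcript of at least 200 nt, recovery was 64.0 to 85.0%, and up to 10.4% of calls were false. A list shifted by 1 log2 unit was recovered in every fit and none of the 12 other lists was called. The simulated noise was independent between genes, so false calls of lists whose genes vary together were not tested by it. Opposite effects in the models were simulated separately, in a much larger set of genes with a mean log2 of at least 3. Restricted to transcripts of at least 200 nt, unlike the reported correlation, they gave r = -0.467 (exact permutation p = 0.0286, two-sided) over 14219 genes.

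Alternatives planned before the data were examined were median-ratio scaling, other filters on low values, a robust variance prior, the replicate number as a block, covariates for cell composition and for Y-linked genes, all 4 groups of a model in one fit, other gene set tests, and leaving out each library in turn. After the values had been seen, 4 further alternatives were added: genes with a transcript of at least 200 nt, protein-coding genes only, a pseudocount of 0.1, and no variance trend. The reported settings were the nearest translation of the plan and were kept after these had been looked at. Figures were drawn with matplotlib 3.10.9, and tables were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.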

Results

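Gene expression was profiled by RNA-seq in mesenchymal and non-mesenchymal cells sorted from the pancreas of newborn mice, to compare animals with deleted or raised mesenchymal Igf2 with their littermate controls. Igf2 encodes an imprinted growth factor, and H19 is a neighbouring imprinted non-coding RNA whose control region, H19DMD, also controls Igf2. Values were FPKM from 21 libraries. In the H19DMD deletion model there were 3 control and 4 mutant libraries of each fraction, and in the Igf2 deletion model 4 control and 3 mutant libraries of non-mesenchymal cells. Mesenchymal cells of the Igf2 deletion model were not analysed here, so the deletion could not be checked in the cells that carry it. Absolute depth was unknown. Between 17476 and 19352 genes had a value above 0 in the libraries of the H19DMD table, and between 19199 and 20918 in those of the Igf2 table.

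The genes at the targeted locus were examined first. Igf2 (ENSMUSG00000048583) lies on the minus strand of chromosome 7 at 142650766 to 142666816 (GRCm38) and is protein-coding. It overlaps the antisense gene Igf2as from 142659693 to 142666816, and because the use of strand is not stated, values of both genes are uncertain in that stretch. H19 (ENSMUSG00000000031), annotated as a long intergenic non-coding RNA, lies on the same strand at 142575529 to 142578143.

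In mesenchymal cells, Igf2 was 7040 FPKM ± 800 (SD, n = 4) with the H19DMD deletion and 3849 ± 190 (SD, n = 3) in controls, a 1.83-fold difference with a log2 fold change of 0.87 ± 0.21 (SE). All 4 mutant libraries lay above all 3 control libraries, with a two-sided exact permutation p of 0.0286, the smallest possible. The limma adjusted p was 0.927 over all genes and 0.0126 adjusted over the list alone, the list being both locus genes in the 3 mutant comparisons. The exact p values adjusted over the same 6 tests were no lower than 0.0858, an adjustment that only 4 or more tests at the smallest p could pass. H19 was 700 FPKM ± 123 (SD, n = 4) in mutants and 2446 ± 8.1 (SD, n = 3) in controls, 28.6% of the control level, with a log2 fold change of -1.82 ± 0.19 (SE). Mutant and control libraries did not overlap (exact permutation p = 0.0286, two-sided). The limma adjusted p of H19 was 0.0458 over all genes and 0.000191 adjusted over the list alone. The fold change of H19 was -1.91 to -1.72 over 18 alternative settings, but its adjusted p over all genes rose above 0.05 in 12 of them, most under the replicate block (0.834).

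**Figure D1:**
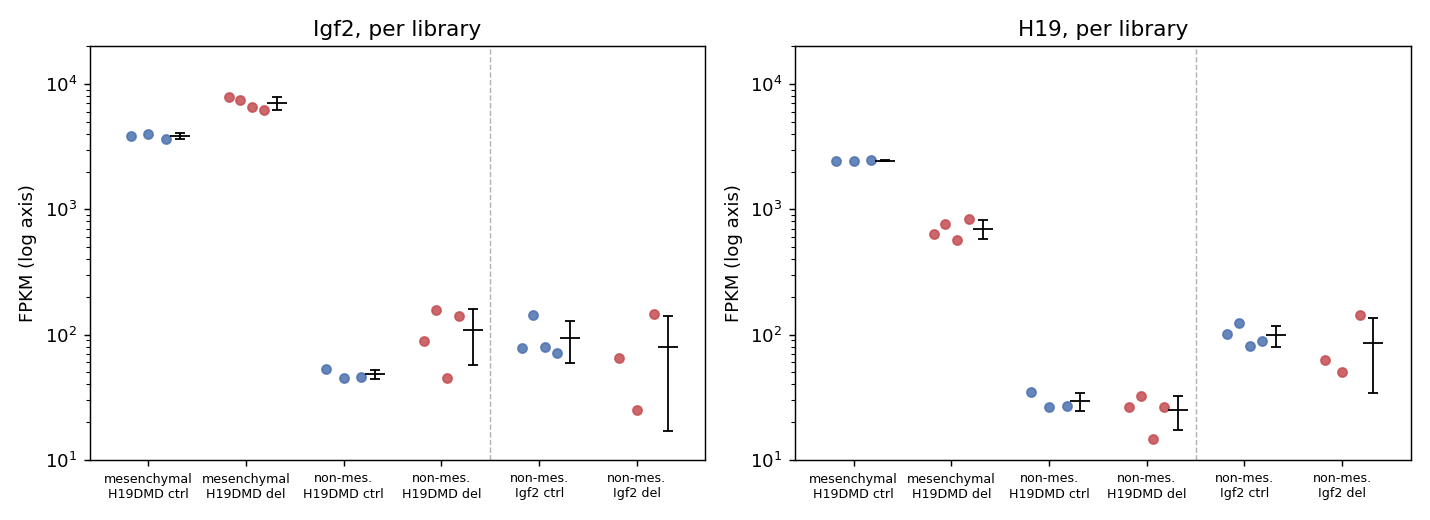
FPKM of Igf2 (left) and H19 (right) on a log axis in each of the 21 libraries, in 6 groups of mesenchymal and non-mesenchymal (non-mes.) cells; blue points are control (ctrl) libraries, red points are libraries with the deletion (del), the horizontal mark is the group mean and the bar its SD. The dashed line parts the 2 separately normalised tables; mesenchymal Igf2 is 6162 to 7923 FPKM with the H19DMD deletion and 3648 to 4024 in controls.

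Among non-mesenchymal cells of the H19DMD model, Igf2 was 108 FPKM ± 51 (SD, n = 4) in mutants and 48.2 ± 4.4 (SD, n = 3) in controls, with a log2 fold change of 1.00 ± 0.42 (SE). This difference did not hold up against the replicate spread (exact permutation p = 0.114, two-sided), and the limma adjusted p was 0.894 over all genes and 0.0933 adjusted over the list alone. Mutant library 3, at 45.4 FPKM, lay within the control range. H19 was 24.9 FPKM ± 7.4 (SD, n = 4) in mutants and 29.3 ± 4.7 (SD, n = 3) in controls, a log2 fold change of -0.27 with a 95% interval of -0.922 to 0.383 (exact permutation p = 0.457, two-sided).

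In non-mesenchymal cells of the Igf2 deletion model, Igf2 was 78.9 FPKM ± 62 (SD, n = 3) in mutants and 93.5 ± 34 (SD, n = 4) in controls. The log2 fold change was -0.52 ± 0.57 (SE), within the replicate spread (exact permutation p = 0.400, two-sided), and its sign rested on 1 library, being 0.12 without mutant library 2. H19 was 85.4 FPKM ± 51 (SD, n = 3) in mutants and 98.5 ± 19 (SD, n = 4) in controls, with a log2 fold change of -0.34 (exact permutation p = 0.486, two-sided).

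The contrast between fractions describes what the sort separated, in control animals of the H19DMD model. Of 16732 genes tested with limma, 3785 had an adjusted p under 0.05, 2067 higher and 1718 lower in mesenchymal cells. With median-ratio scaling the split was 1915 higher and 2004 lower. Over all genes tested, 5722 had an unadjusted p under 0.05, where 837 would be given by chance. Igf2 was 79.8-fold and H19 83.4-fold higher in mesenchymal cells, with 3 of 3 libraries above every non-mesenchymal library for both (exact permutation p = 0.1, the smallest possible with 3 against 3, two-sided). All 13 mesenchymal list genes tested were higher in mesenchymal cells, with a mean log2 difference of 5.26. The lower lists were acinar (-5.22), endocrine (-5.53), leukocyte (-4.65), ductal (-2.85), erythroid (-2.77), neural (-1.71), ER stress (-0.67), cell cycle (-0.27) and immediate early (-0.21). The other higher lists were imprinted (2.26), IGF signalling (2.13) and endothelial (1.31). Of these 13 lists, all but immediate early (camera adjusted p = 0.362) passed the threshold with camera, and cell cycle did not hold under fry (adjusted p = 0.0541).

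Which other genes differed between mutant and control cells was tested in each fraction. In non-mesenchymal cells of the Igf2 deletion model, 11 of 17441 genes had a limma adjusted p under 0.05, 8 higher and 3 lower. In mesenchymal cells of the H19DMD model the number was 11 of 15856, 4 higher and 7 lower, and in non-mesenchymal cells of that model 11 of 16239, 1 higher and 10 lower. All of these but H19 in mesenchymal cells were features shorter than 200 nt or without an annotated transcript, and were listed at 0 in every library of 1 of the groups compared. Restricting the tests to genes with a transcript of at least 200 nt gave 0, 1 and 0, the single gene being H19. Protein-coding genes alone gave 0, 0 and 1, and fits that left out one library up to 37, 27 and 34. At an unadjusted p under 0.05 the tests restricted to 200 nt gave 857, 749 and 871 of 15626, 14346 and 14768 genes. Each is above the share of 0.05 that chance gives. The unrestricted tests gave 921, 755 and 868, against 872, 793 and 812 by chance. The groups did not overlap in 6.02%, 5.39% and 5.68% of genes, where chance gives 5.71%.

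The named features with the largest changes had no fold change that can be read, because one group was listed at 0. In non-mesenchymal cells of the Igf2 deletion model, the microRNA Mir142 (chromosome 11, 87756841 to 87756955) was 2783 to 3407 FPKM in the 3 mutant libraries and listed at 0 in the 4 controls. The unplaced feature AC115697.1 was 259 to 649 FPKM in mutants and at 0 in controls. AC140192.1, n-R5s45 and AC154229.1 were at 0 in all mutants, with control values of 178 to 404, 55.8 to 112 and 29.8 to 61.8 FPKM. In mesenchymal cells of the H19DMD model, a U4 feature (470 to 1304 FPKM), a U6 feature on chromosome X (139 to 533 FPKM) and AC130474.1 (43.4 to 273 FPKM) were listed at 0 in all controls. Mir344g (chromosome 7, 61982289 to 61982359) was 1112 to 1857 FPKM in controls and at 0 in mutants, as were CT033751.1 (905 to 2142 FPKM) and AC161218.1 (146 to 373 FPKM). With the same deletion, non-mesenchymal cells had AC105256.1 at 135 to 508 FPKM in mutants and at 0 in controls. SNORD113 (618 to 743 FPKM), snoU6-53 (80.1 to 356 FPKM) and a U6 feature on chromosome 2 (87.5 to 410 FPKM) had these values in controls and were at 0 in mutants. Small RNAs of the U4 and U6 families have near-identical copies, so their values are uncertain.

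Gene lists fixed in advance were compared between mutant and control cells, and 6 of the 39 tests passed the threshold with camera. None of the 6 held under fry (lowest adjusted p = 0.137) or with an estimated correlation (lowest adjusted p = 0.709). Exact permutation of list means decides nothing after adjustment over 39 tests, since at least 23 would have to reach the smallest p. The acinar list in non-mesenchymal cells of the Igf2 deletion model was higher by a mean log2 of 1.02, in 18 of 20 genes (camera adjusted p = 8.85e-22). Its mean log2(FPKM + 1) was 8.53 ± 0.089 (SD, n = 3) in mutants and 7.51 ± 0.34 (SD, n = 4) in controls, with no overlap (exact permutation p = 0.0286, two-sided). Of the list's 20 genes, 16 had a limma adjusted p under 0.05 adjusted over the list alone, and 0 over all genes. In the same cells the leukocyte list was higher by 0.46 in 10 of 10 genes (camera adjusted p = 0.00294) and the cell cycle list changed by -0.25, lower in 18 of 22 genes (camera adjusted p = 0.0134). The other mean log2 differences did not pass: mesenchymal -0.09, endocrine 0.20, ductal -0.28, endothelial 0.14, erythroid -0.54, neural -0.09, imprinted 0.0066, IGF signalling -0.13, ER stress 0.12 and immediate early 0.04.

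In mesenchymal cells with the H19DMD deletion, the cell cycle list changed by a mean log2 of -0.38, lower in 21 of 22 genes (camera adjusted p = 0.00143). The remaining lists did not pass, with mean log2 differences of -0.10 for mesenchymal, 0.03 for acinar, -0.39 for endocrine, -0.30 for ductal, -0.0089 for endothelial, 0.43 for leukocyte, -0.17 for erythroid, 0.16 for neural, 0.07 for imprinted, -0.07 for IGF signalling, 0.02 for ER stress and -0.02 for immediate early genes, of which the endothelial (0.05) and immediate early (0.05) values turned positive with median-ratio scaling. Low values left few genes of some lists to test, 5 for leukocyte, 3 for erythroid, 2 for neural and 6 for ductal. Over the whole list the difference of means was 0.0496, -0.00532, 0.103 and -0.165 for these 4. The endocrine list in non-mesenchymal cells of the same model changed by -0.31, lower in 13 of 16 genes (camera adjusted p = 0.000266), and the erythroid list was higher by 1.41 in 7 of 7 genes (camera adjusted p = 0.00294). The remaining differences were 0.27 for mesenchymal, -0.17 for acinar, 0.28 for ductal, -0.05 for endothelial, -0.30 for leukocyte, 0.06 for neural, -0.12 for cell cycle, 0.16 for imprinted, 0.13 for IGF signalling, -0.10 for ER stress and 0.27 for immediate early genes, none past the threshold. For IGF signalling, with 11 genes tested, the difference over the whole list was 0.0235. Adjusted over each list alone, 1 gene passed in mesenchymal cells (Hbb-b1, log2 fold change -1.25) and 0 in non-mesenchymal cells.

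**Figure D2:**
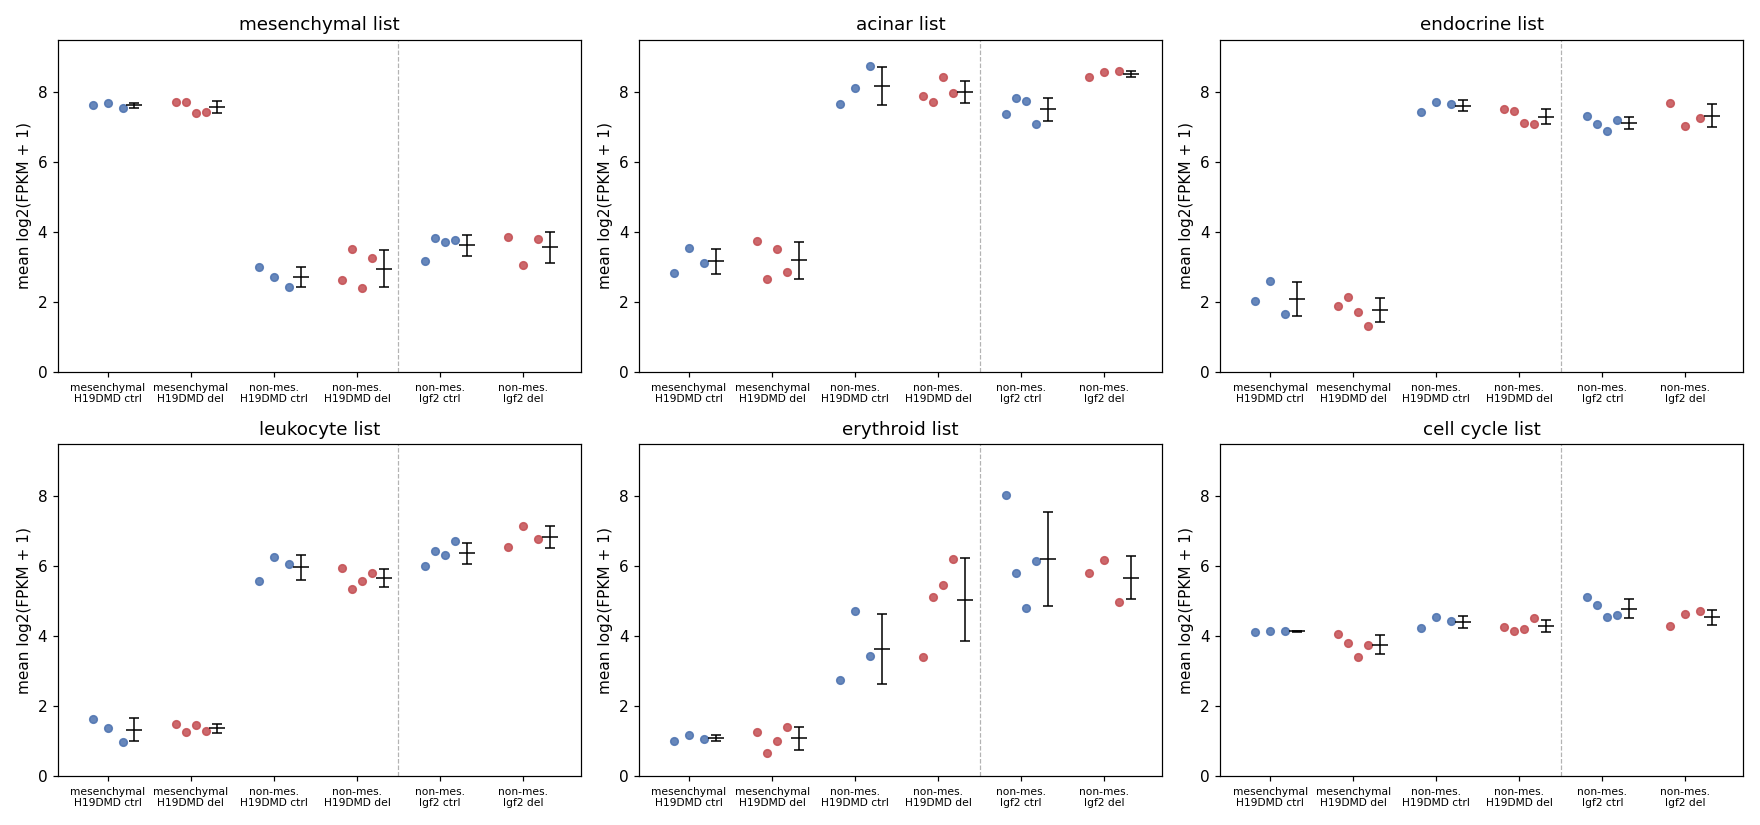
Mean log2(FPKM + 1) of 6 gene lists in each of the 21 libraries, in 6 groups of mesenchymal and non-mesenchymal (non-mes.) cells; blue points are control (ctrl) libraries, red points are libraries with the deletion (del), the horizontal mark is the group mean and the bar its SD. The dashed line parts the 2 separately normalised tables; the acinar list is 8.43 to 8.59 in the Igf2-deleted group and 7.09 to 7.82 in its controls.

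Whether the H19DMD deletion acted differently in the fractions was tested with an interaction term over 14 libraries. The median log2 difference of all genes was -0.114, and -0.00961 with median-ratio scaling, so differences are read against that shift. Of 17105 genes, 2 had a limma adjusted p under 0.05, Mir344g and the U6 feature on chromosome X. Both were named after their values were seen here, and each was listed at 0 in a whole group. Genes with a transcript of at least 200 nt gave 0, with 998 of 15250 at an unadjusted p under 0.05. Over all 17105 genes tested, 1087 had an unadjusted p under 0.05, where 855 would be given by chance. The effect on H19 differed by -1.55 ± 0.33 (SE) between fractions, with a limma adjusted p of 0.448 over all genes and 0.00107 adjusted over the list alone, here both locus genes. The effect on Igf2 differed by -0.14 ± 0.47 (SE), with an adjusted p of 0.776 over the same list. Of the 13 lists, the erythroid list differed by -1.64 (camera adjusted p = 0.0232, fry adjusted p = 0.733), and the other 12 did not pass.

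By design the models change mesenchymal Igf2 in opposite directions, so their effects on non-mesenchymal cells were compared gene by gene, leaving out Igf2 and H19. Across 15605 genes, which are not independent replicates, Pearson's r was -0.0222 (exact permutation p = 0.486, two-sided, 35 relabellings) and Spearman's rho was -0.0581 (exact permutation p = 0.314). The relabelled r ranged from -0.0519 to 0.0491. Effects had opposite signs in 53.0% of genes. The models have separate controls.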

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

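All tests of explanations in this part were chosen after the results they address had been seen.

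The effect of the H19DMD deletion on H19 differed between fractions by -1.550 on the log2 scale, a difference that passed when adjusted over the 2 locus genes (limma adjusted p = 0.00107) and not over all genes (0.448). A level of H19 too low for a fall to be seen in non-mesenchymal cells is argued against, since the 95% interval of the change there reached only down to -0.922, short of the -1.82 in mesenchymal cells. RNA from mesenchymal cells in the non-mesenchymal libraries was tested as the source of all H19 there. The share of such RNA was estimated per library from 7 collagen and matrix markers chosen after their values were seen, Col1a1, Col1a2, Col3a1, Dcn, Lum, Mfap4 and Postn, which were 243 to 1401 FPKM in mesenchymal controls and 2.25 to 13.5 FPKM in non-mesenchymal controls. That source would give a log2 change of -1.28, below the -0.922 to which the 95% interval of the observed change reached. The ratio of observed to predicted H19 was 1.95 to 4.58 in mutants, where that of Igf2 from the same shares was 0.939 to 1.54. In controls the ratios were 0.946 to 2.24 for H19 and 0.920 to 2.44 for Igf2. Both points argue against mesenchymal RNA at the sorted cells' H19 level as the only source of H19 in the non-mesenchymal libraries. This holds within the accuracy of the estimated shares. Mesenchymal cells of mutants that kept the control level of H19 are not covered, since the prediction used the level of sorted mutant cells. The H19 ratio overlapped between genotypes (exact permutation p = 0.171, two-sided). Mesenchymal RNA as a part of the source stays open. A difference in where the deletion occurred, in cells that express Nkx3.2-Cre, is a biological explanation that the design names and that was not tested.

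The erythroid list differed in its response between fractions by -1.64 (camera adjusted p = 0.0232, fry adjusted p = 0.733). A candidate explanation is a red cell content that varies between libraries whatever their genotype. The list mean spanned 3.21 log2 units over the 4 control non-mesenchymal libraries of the Igf2 deletion model, a group chosen after its values were seen. That range rests on control library 1, without which it was 1.35, less than the difference itself. In the H19DMD model the range was 1.99 over the 3 control and 2.82 over the 4 mutant non-mesenchymal libraries, and 0.687 and 1.09 without the farthest library. Mutant and control list means overlapped there (exact permutation p = 0.171, two-sided). With so few libraries, a varying red cell content and a biological difference between fractions cannot be told apart.

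Of all genes, 2 had a different response to the H19DMD deletion between fractions, Mir344g and a U6 feature on chromosome X. Of 100 splits that regrouped libraries within each fraction, 79 gave as many genes. The features past the threshold in the 3 mutant comparisons may reflect short features that are listed at 0 or at a high value from one library to another within a group. In the 6 groups, at least 60.4% of short features with a mean of at least 1 FPKM had both a 0 and a value of at least 10 FPKM within the group, against at most 1.34% of longer genes. With regrouped libraries, 11 of the 35 splits in the Igf2 deletion model gave as many genes, as did 7 of the 35 splits for mesenchymal and 5 of the 35 splits for non-mesenchymal cells of the H19DMD model. For genes of at least 200 nt the single call in mesenchymal cells was matched in 14 of the 35 splits. The contrast between fractions gave the largest number in 1 of the 10 splits of the 6 control libraries, the real one, and 10 splits cannot give a smaller share. The median over those splits was 11.5 genes.

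In groups of 4 libraries, 52 values were examined for 1 library far from the other 3, and 5 had one, where 2.6 would be given by chance. The binomial probability of at least as many is 0.117, so chance among the values examined is a candidate explanation for these together. The gap to the nearest library was 0.880 of the group's range for Igf2 in control library 2 of the non-mesenchymal cells of the Igf2 deletion model, which was 144 FPKM against 71.5 to 80.2 in the others. In the same group the gap was 0.876 for the ductal list, where library 2 was high, and 0.855 for the mesenchymal list, where library 1 was low. In mutant cells of the H19DMD model it was 0.890 for the ductal list in non-mesenchymal library 1 and 0.845 for the neural list in mesenchymal library 3, both low. The neural list mean there was 0.429 to 0.754, near the floor.

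For the high Igf2 value, RNA from other cell types was examined over the 7 libraries of that table, in 8 relations between the locus genes and lists. Pearson's r of Igf2 was 0.683 with the mesenchymal list (exact permutation p = 0.114, adjusted 0.235; Spearman's rho 0.321, p = 0.498) and 0.699 with the endothelial list (exact permutation p = 0.0696, adjusted 0.235; Spearman's rho 0.714, p = 0.0881). Without the 2 libraries farthest from the median of the list, r was 0.0161 and 0.984, so the first relation rests on those libraries. RNA from mesenchymal cells is argued against as the reason why library 2 exceeds control libraries 3 and 4. Its Igf2 was 1.90 times their mean, but the 7 matrix markers had a median ratio of 1.00 and a mean of 1.06 (95% interval over markers 0.697 to 1.62), and 6 of 7 lay below that of Igf2. The mesenchymal list mean was 3.82 in library 2 and 3.73 and 3.78 in those 2. Against control library 1, where the list mean was 3.18, Igf2 was 1.84 times and the markers a median 2.62 times as high, so for that library mesenchymal RNA and a difference between animals cannot be told apart. With 7 libraries, RNA from endothelial cells and a difference between animals cannot be told apart either.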

How the results depend on the processing

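Restricting the genes to transcripts of at least 200 nt or to protein-coding genes, using a pseudocount of 0.1 and a fit without a variance trend were chosen after the data had been seen. The planned second test for read counts was not run because the values are FPKM, and a fit of all 4 groups of the Igf2 model was not run because its mesenchymal libraries were not analysed here.

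Counts of genes past the threshold moved by over 1.5 times in several settings. For non-mesenchymal cells of the Igf2 deletion model the 11 genes became 0 with transcripts of at least 200 nt, 0 with protein-coding genes and 14 to 37 across the 7 fits that each left out one replicate. For mesenchymal cells of the H19DMD model the 11 became 1, 0 and 13 to 27 in the same settings, and 5 with all 4 groups in one fit. For non-mesenchymal cells of that model the 11 became 0, 1 and 14 to 34, 5 with the Y-linked covariate and 1 with all 4 groups in one fit. The protein-coding call is Gm17571, a short feature named after its values were seen. The 2 interaction genes became 0, 0 and 2 to 9 (14 fits), 6 without a filter on low values and 6 with a pseudocount of 0.1. At 200 nt the counts fell because features shorter than that or without an annotated transcript were no longer tested, and protein-coding genes alone also leave out H19. Settings other than these and the replicate block gave 9 to 13 genes for the 3 mutant comparisons. The 3785 genes between fractions stayed within 1.5 times under all 15 alternatives, from 2660 to 4234. Of the planned settings, median-ratio scaling shared 11 of 11 genes with each mutant comparison. The cause of the other moves was not tested.

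The H19 change in mesenchymal cells kept its direction in all 18 alternatives, but its adjusted p, from 0.0169 to 0.834 over them, was above 0.05 in 12. Its log2 fold change was -1.820 without a filter on low values (adjusted p = 0.165), -1.820 without a variance trend (0.0696), -1.812 with the composition covariate (0.0863), -1.904 with the Y-linked covariate (0.163), and -1.910 to -1.722 across the 7 fits that each left out one replicate, which all lost the call. Igf2 in mesenchymal cells kept its direction in all 19 alternatives (0.8058 to 0.9336). In non-mesenchymal cells of the Igf2 deletion model, Igf2 reversed without mutant replicate 2, with a range of -1.129 to 0.1240 across the 7 fits that each left out one replicate. The difference of the Igf2 effect between fractions reversed without mutant non-mesenchymal replicate 2 or 4, ranging from -0.4971 to 0.09122 across 14 such fits. H19 and Igf2 kept their direction in every other alternative of every comparison, without a change of call, but the size for H19 in non-mesenchymal cells rested on single libraries. In the Igf2 deletion model its -0.340 was -0.0362 without mutant replicate 2, -0.193 without mutant replicate 1, -0.227 without control replicate 2 and -0.792 without mutant replicate 3. In the H19DMD model its -0.270 was -0.0439 without mutant replicate 3, -0.145 without control replicate 1 and -0.410 without mutant replicate 2, -0.447 with the composition covariate and -0.130 with the Y-linked covariate.

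The correlation of the models' effects in non-mesenchymal cells was 0.00153 with an average log2 of at least 3 and ranged from -0.0419 to 0.0157 across 14 fits that each left out one replicate, reversing without mutant replicate 2 of the Igf2 model. It was -0.0727 (exact permutation p = 0.229) with transcripts of at least 200 nt. None of its 20 alternatives had an exact p under 0.05 (p from 0.200 to 0.971). The fits that left out a library of the H19DMD model decide nothing here, since their few relabellings cannot give an exact p under 0.05.

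The number of gene lists past the threshold, 6 of 39, became 0 under fry, 0 with the estimated correlation, 10 with median-ratio scaling, 10 with transcripts of at least 200 nt, and 4 to 11 across the 21 fits that each left out one replicate. The 6 lists kept their direction in all 72 fits and lost the threshold in 18. Of 396 fits of the 33 other lists, 328 changed neither direction nor call, 29 passed the threshold and 39 reversed, in 18 lists. Of those 18 losses, 6 came from leaving out one replicate. In non-mesenchymal cells of the Igf2 deletion model the leukocyte difference was 0.293 without mutant replicate 2 (adjusted p of camera 0.140) and 0.336 without control replicate 1 (0.0539). The cell cycle difference there was -0.127 without mutant replicate 1 (0.254), -0.143 without control replicate 1 (0.286) and -0.213 without control replicate 2 (0.0679). The erythroid list in non-mesenchymal cells of the H19DMD model was 1.31 without control replicate 3 (0.0501). The other 33 lists all moved by over 1.5 times in such fits, and 20 of these fits passed the threshold. Their lowest and highest mean log2 differences follow, with the control (c) or mutant (m) replicate left out in brackets. In non-mesenchymal cells of the Igf2 deletion model they were -0.292 (c1) to 0.220 (m2) for mesenchymal, 0.0220 (m1) to 0.349 (m2) for endocrine, -0.433 (m3) to -0.146 (m2) for ductal, -0.416 (m3) to 0.681 (m2) for endothelial, -1.0 (c3) to 0.0705 (c1) for erythroid, -0.426 (c2) to 0.131 (c3) for neural, -0.0806 (m1) to 0.0941 (m2) for imprinted, -0.293 (m3) to 0.0397 (m2) for IGF signalling, -0.0155 (m3) to 0.231 (m1) for ER stress and -0.122 (c2) to 0.144 (c4) for immediate early. In mesenchymal cells of the H19DMD model they were -0.136 (m2) to -0.0424 (m3) for mesenchymal, -0.247 (m1) to 0.283 (c2) for acinar, -0.717 (c3) to -0.0381 (c2) for endocrine, -0.393 (c2) to -0.166 (c1) for ductal, -0.225 (m1) to 0.189 (m4) for endothelial, 0.149 (c3) to 0.671 (c1) for leukocyte, -0.526 (m1) to 0.0397 (m2) for erythroid, -0.00979 (m2) to 0.350 (m3) for neural, 0.00543 (m4) to 0.145 (m3) for imprinted, -0.142 (m2) to 0.0341 (m3) for IGF signalling, -0.0114 (c3) to 0.0797 (c2) for ER stress and -0.0974 (m1) to 0.109 (m3) for immediate early. Non-mesenchymal cells of that model had 0.0276 (m2) to 0.513 (m3) for mesenchymal, -0.434 (c1) to 0.113 (c3) for acinar, 0.138 (c1) to 0.370 (c3) for ductal, -0.399 (c1) to 0.251 (c3) for endothelial, -0.497 (c1) to -0.158 (c2) for leukocyte, -0.107 (c2) to 0.243 (m4) for neural, -0.212 (c1) to -0.0486 (c2) for cell cycle, 0.0733 (c1) to 0.248 (c3) for imprinted, 0.0325 (m2) to 0.258 (c3) for IGF signalling, -0.187 (c1) to -0.0282 (m1) for ER stress and 0.0455 (c1) to 0.396 (c3) for immediate early. With median-ratio scaling the endothelial list in mesenchymal cells reversed to 0.0503 and the immediate early list to 0.0469. The cause of the other reversals was not tested.

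Same-numbered mutant and control libraries of a fraction did not deviate together. Their correlations across genes were -0.153 to 0.0562 in non-mesenchymal cells of the Igf2 deletion model, and -0.0701 to -0.0116 and -0.0816 to 0.0444 in mesenchymal and non-mesenchymal cells of the H19DMD model. Between the fractions of that model they were -0.0188 to 0.164 in controls and 0.0298 to 0.144 in mutants, with means of 0.0613 and 0.0699 against -0.0306 and -0.0233 for other numbers. The means for other numbers are no separate baseline, since deviations from a group mean cancel out over its libraries. Not all were above 0.1, so the numbers were not treated as pairs, and whether fractions with the same number come from one animal stays open. With the replicate number as a block, the counts of genes were 2, 7 and 5 in these comparisons, 2660 between fractions and 3 for the interaction, and 7 lists passed the threshold, among them all 6 reported. The H19 change in mesenchymal cells was then -1.910 (adjusted p = 0.834). Under the block the endothelial list in mesenchymal cells was 0.189 and the ER stress list -0.00405. In the mutant comparisons the block leaves replicate 4 without a partner, a control in the Igf2 deletion model and a mutant in the H19DMD model, and it takes degrees of freedom by construction.

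Absolute depth is unknown, and libraries differ in relative depth by up to 2.60-fold, which limits what can be said of a feature listed at 0.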

Other observations

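All tests in this part were chosen after the results they address had been seen, and each explanation is a hypothesis.

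Igf2 in non-mesenchymal cells of the H19DMD model, higher on average in mutants, may come from a small amount of mesenchymal RNA in the sorted non-mesenchymal cells. The share estimated from 7 matrix markers, multiplied by Igf2 in mesenchymal cells of the same genotype, predicted 37.5 FPKM in controls and 98.4 in mutants, where 48.2 and 108 were observed. The ratio of observed to predicted values did not differ between genotypes (exact permutation p = 0.629, two-sided). Over the 7 libraries, observed and predicted values had Pearson's r = 0.918 (exact permutation p = 0.00218) and Spearman's rho = 0.857 (exact permutation p = 0.0238), and r was 0.931 without the 2 farthest libraries. The genotype enters the prediction, so this correlation is not independent of it, and neither genotype holds enough libraries for a correlation of its own. Among the 8 relations between locus genes and lists, Igf2 against the mesenchymal list in this table had r = 0.832 (exact permutation p = 0.0228, adjusted 0.183) and 0.212 without the 2 farthest libraries.

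The acinar list was higher in non-mesenchymal cells of the Igf2 deletion model. A trend with GC content and transcript length is argued against as the whole cause, since the difference was 0.967 after correcting for both, against 1.02 before, with no overlap between groups either way (exact permutation p = 0.0286, two-sided). The share of the 3 features with the highest FPKM, higher on average in mutant libraries, is also argued against, since the difference with that share as a covariate was 1.42 ± 0.155 (SE). A higher share of acinar cells among the sorted cells would raise alike only genes that acinar cells alone express, which was not checked. The 16 secretory genes rose by 1.21 and the 4 transcription factors by 0.288, a difference with an exact permutation p of 0.0857 (two-sided). The factors were split, with Rbpjl (0.974) and Bhlha15 (0.702) higher and Ptf1a (-0.0842) and Nr5a2 (-0.441) lower. A share of cells and a higher output per cell therefore cannot be told apart with 7 libraries. An effect of the deletion is the biological explanation that the design names. As a check on all 3 calls in this comparison, 23 of the 35 splits of the libraries gave as many lists past the threshold. This is consistent with camera at a preset correlation calling lists under arbitrary groupings. For the H19DMD model the numbers were 31 of the 35 splits for 1 list in mesenchymal cells and 26 of the 35 splits for 2 lists in non-mesenchymal cells.

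The cell cycle list was lower in mesenchymal cells with the H19DMD deletion. After correction for GC content and transcript length its difference was -0.311, against -0.379 before, and the exact permutation p went from 0.0571 to 0.0857 (two-sided). The correction took away the smaller part of the difference. Because neither value passed a threshold of 0.05, neither a trend with GC content or length nor a difference in proliferation can be settled here.

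Igf2as, which overlaps Igf2 on the opposite strand and was chosen after its values were seen, was 12.2 FPKM ± 1.17 (SD, n = 4) in mesenchymal cells with the H19DMD deletion and 3.36 ± 0.869 (SD, n = 3) in controls. Its log2 fold change was 1.62 ± 0.208 (SE), with a limma adjusted p of 0.128 over all genes. Igf2 reads counted for Igf2as in a fixed proportion are argued against, since Igf2as was 0.176% of Igf2 in mutants and 0.0868% in controls, without overlap (exact permutation p = 0.0286, two-sided, the smallest possible). A response of the antisense gene to the deletion may explain it, and so could counting that varies with the stretch of Igf2 covered, which was not tested.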
